A study of Mus musculus with 18 samples. Its data were reported in "Intermittent glucocorticoid treatment enhances skeletal muscle performance through sexually dimorphic mechanisms" (2022).

How the data were processed

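RNA from isolated quadriceps myofibers of 18 mice was sequenced, with 1 library per mouse. Myofibers were the fraction retained by a strainer after collagenase digestion, so other cells of the muscle can come along. Per the labels, the libraries fall into 6 groups of 3, by sex (male, female) and treatment (vehicle, weekly prednisone, daily prednisone). The deposited values are whole-number read counts per gene, which the authors made by aligning the reads to mm10 and counting them per gene, with HTSeq according to the name of the table. The strand setting, the annotation release and the tool versions are not stated, so genes that overlap another gene or share reads with a near-identical copy are uncertain. The deposited counts carry no normalization, and no column of per-library values was left out. Of 43430 gene identifiers, 42462 were matched to a symbol and 33581 had the same start and end as in GENCODE mouse release 21. The 968 identifiers without a symbol took at most 0.0814% of the counts of a library.

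Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10, scaled with TMM factors and fitted with a robust quasi-likelihood model of 6 group means over all 18 libraries. Contrasts were daily and weekly prednisone against vehicle in each sex, the mean of both sexes, the sex difference of each response, daily against weekly prednisone, and female against male vehicle. The p values were adjusted by the Benjamini-Hochberg method over 13596 tested genes, and an adjusted p under 0.05 was called. Standard errors were derived from the log2 fold change and the F statistic. Total counts per library ranged from 10506661 to 14686654. The steps were tested on data simulated from the real means and library sizes with 200 genes changed 2-fold or 4-fold. They recovered 65.5% of these in the comparison of daily and vehicle males over 13398 genes, 72% in weekly and vehicle females over 13401 genes, and 41.5% for the sex difference of the weekly response over 13376 genes. Of the calls, 5.07%, 4.64% and 6.74% were false. The simulated genes were drawn independently, with the same spread in all groups, so these shares can be too favourable.

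Gene lists were fixed before the data were examined, except for a list of clock genes, which was written afterwards. They cover the nuclear respiratory chain (83 of 89 genes tested), fatty acid oxidation (21), IGF1 and PI3K signalling (26), calcium handling (30), slow and fast fibres (10 each), targets of the glucocorticoid receptor (10), and markers of adipocytes (10), brown adipocytes (6 of 7 tested), macrophages (10), endothelial cells (7), fibroblasts (7), Schwann cells (5) and blood (5). Of the calcium handling genes, 11 are also in the fibre lists and 6 are named by the study. Of the slow-fibre genes, 5 are named by the study, as are 5 of the IGF1 and PI3K genes and 1 brown adipocyte gene. In vehicle libraries, 7 of the 10 adipocyte genes, 2 brown adipocyte genes and all macrophage, endothelial, fibroblast, Schwann cell and blood genes had a mean above 1 CPM. The 14 lists were tested with camera at a preset correlation of 0.01 (limma 3.58.1), two-sided, adjusted within each of 6 contrasts, and again with fry and with an estimated correlation. A list score is the mean log2 CPM of its genes in a library, with a prior count of 2. Score differences were tested by exact permutation of the treatment labels within sex. Setting genes with a count of 0 in a group to a floor of 3 counts over the group did not change any list median.

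A filter without a test counted genes with a mean log2 CPM above 2.5 and an absolute log2 fold change above 0.5. The variability limit that the study applied is not stated in its text and was left out. Responses were compared across genes by Pearson correlation, and where the vehicle libraries were shared, 20 draws of unchanged groups were simulated for comparison. Named genes were chosen by a rule set before the data were examined. The rule takes genes that the study names, targets of the glucocorticoid receptor and genes of the sex check, and for each comparison with vehicle the 3 largest rises and the 3 largest falls among called genes whose 3 treated libraries all lay beyond the 3 vehicle libraries, with unnamed gene models passed over. Genes with 1 to 3 counts in a group are given as a ratio with an exact conditional binomial 95% interval.

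Alternatives set before the data were examined were DESeq2 size factors, DESeq2 1.42.0, limma-voom, no filter and a stricter filter on low counts, a fold threshold, a fit of the compared groups alone, the replicate number as a block, the adipocyte score as a covariate, and leaving out each library in turn. For the filter, other limits of expression and fold change and a limit on the coefficient of variation were tried. Removing the trend of each library on transcript length and GC content, with splines of 5 degrees of freedom, and the slow-fibre score as a covariate were added afterwards. Replicate numbers were taken from the sample titles, and for 12 libraries the column name carries another number. Deviations from the group means correlated above 0.1 in all same-numbered pairs for 1 of 15 pairs of groups, daily and weekly females (r between 0.543 and 0.675), so a block limited to these 2 groups was added afterwards. Transcript lengths came from the reference annotation and were found for 99.5% of tested genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Force, body composition and other measurements of the study were not analysed here.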

Results

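RNA was sequenced from myofibers isolated from the quadriceps of male and female mice that had received vehicle, weekly prednisone or daily prednisone, a synthetic glucocorticoid. The labels give 18 libraries in 6 groups, with 3 libraries per group. Total counts ranged from 10506661 to 14686654 per library. Of the 43430 genes in the table, 24370 had at least 1 count and 13596 entered the tests. The biological coefficient of variation was 0.224, and the median standard error of a log2 fold change against vehicle was 0.23 in males on daily prednisone. Counting intervals given here cover counting error alone. Each library comes from a separate mouse and was counted as its own replicate, and no 2 libraries of one group agreed within sampling noise, as copies of 1 library would. Xist reached between 52.5 and 115 CPM (counts scaled to the library size) in the 9 female libraries and at most 0.208 in the 9 male libraries, and Ddx3y showed the opposite pattern, so the transcripts matched the sex on every label. The 10 most abundant genes took between 28.2% and 43.6% of the counts of a library, and mitochondrially encoded genes took between 11.7% and 36.4%. Total counts were higher in daily than in vehicle libraries by 1.79e+06 on average over both sexes (exact permutation test within sex, two-sided, p = 0.03).

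The first comparison asked which genes daily prednisone changed in each sex. In males, 878 of 13596 genes differed between daily prednisone and vehicle at an adjusted p under 0.05, of which 282 rose and 596 fell. In females, 52 genes differed, of which 18 rose and 34 fell. At an unadjusted p under 0.05 the counts were 3101 in males and 2354 in females. The 3 daily libraries lay entirely above or entirely below the 3 vehicle libraries for 33.4% of tested genes in males and 23.1% in females, where chance gives 10%. DESeq2 moved the female count most, to 526, and counted 1346 genes in males. Leaving out 1 library brought the male count to between 92, without male vehicle replicate 1, and 414, without male vehicle replicate 2. The female count then ranged from 0, for example without female vehicle replicate 2, to 126, without female daily replicate 1. With each library's trend on transcript length and GC content removed, edgeR called 229 genes in males, of which 217 were among the 878, and 1 in females. It called 199 in males, of which 169 were among the 878, and 0 in females with the adipocyte score held constant. Of the 52 genes called in females, 39 were also called in males, and all 39 changed in the same direction. Of the 878 male calls, 97.5% had the same sign in females and 600 reached an unadjusted p under 0.05 there. The mean of both sexes gave 2033 changed genes, of which 1017 rose and 1016 fell. This count was 14 with the adipocyte score held constant.

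**Figure D1:**
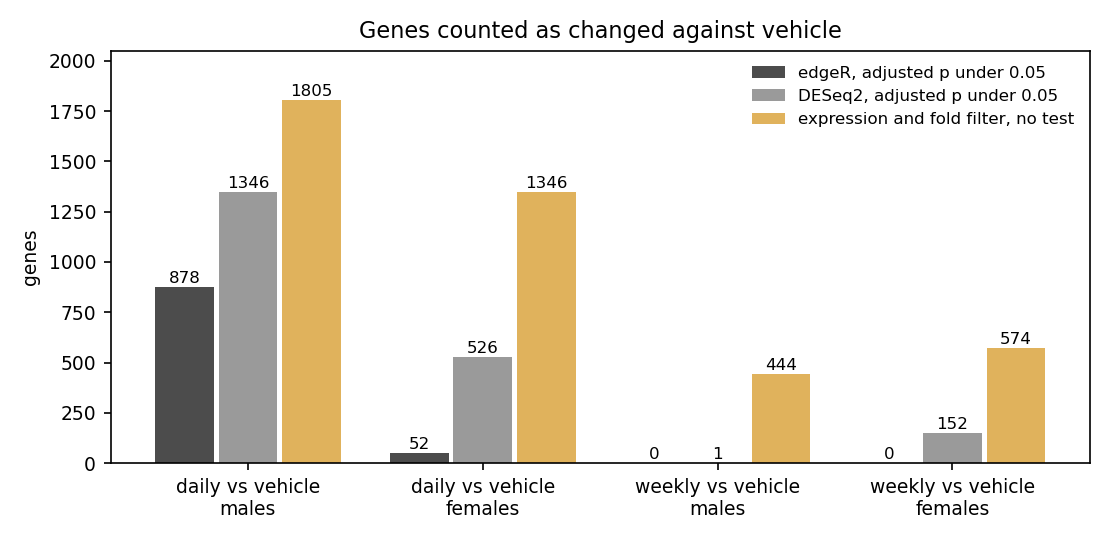
Number of genes (vertical axis) counted as changed against vehicle for each regimen and sex, by edgeR, by DESeq2 and by a filter on expression and fold change without a test. With 3 libraries per group, edgeR counted 878 and 52 genes after daily prednisone and 0 after weekly prednisone in either sex, while DESeq2 counted 152 in weekly females.

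The genes named here are the 3 largest rises and the 3 largest falls among called genes whose 3 treated libraries lay beyond all 3 vehicle libraries. Positions are on mm10. Among the males on daily prednisone, Ly6i (ENSMUSG00000022586, chromosome 15, 74979534 to 74983430) had 45 counts over the 3 daily libraries and 1 over the 3 vehicle libraries, a ratio of 41.3 with a 95% counting interval of 7.04 to 1666. Nfe2l3 (ENSMUSG00000029832, chromosome 6, 51432670 to 51458768) had 36 and 2 counts, a ratio of 16.5 with an interval of 4.25 to 142. Mup11 (ENSMUSG00000073834, chromosome 4), which belongs to a family of closely similar genes, rose by 3.74 ± 1.04 on the log2 scale (standard error, n = 3 per group, edgeR adjusted p = 0.0439). Rasgrp4 (ENSMUSG00000030589, chromosome 7) had a log2 fold change of -1.86 ± 0.39 (adjusted p = 0.0144), from 0.848 ± 0.287 CPM to 0.230 ± 0.056 CPM (SD, n = 3). Nmrk2 (ENSMUSG00000004939, chromosome 10) had a log2 fold change of -1.81 ± 0.47 (adjusted p = 0.0331), from 289.8 ± 92.8 CPM to 82.5 ± 21.8 CPM. Cbr2 (ENSMUSG00000025150, chromosome 11) had a log2 fold change of -1.51 ± 0.27 (adjusted p = 0.0084), and it was the only 1 of these 6 genes that kept its call without each of the 6 male libraries in turn. Mup11 and Nmrk2 lost their calls in all 6 of these fits.

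In the females on daily prednisone, Lep (ENSMUSG00000059201, chromosome 6) rose by 4.95 ± 0.94 on the log2 scale, from 0.262 ± 0.233 CPM to 8.81 ± 8.31 CPM (SD, n = 3). Lcn2 (ENSMUSG00000026822, chromosome 2) rose by 1.86 ± 0.36 and Mylk4 (ENSMUSG00000044951, chromosome 13) by 1.45 ± 0.25. Npas2 (ENSMUSG00000026077, chromosome 1), a clock gene, had a log2 fold change of -2.46 ± 0.38, from 4.82 ± 0.817 CPM to 0.891 ± 0.433 CPM. Plb1 (ENSMUSG00000029134, chromosome 5) had a log2 fold change of -1.81 ± 0.32 and Mrln (ENSMUSG00000019933, chromosome 10) of -1.43 ± 0.26. The adjusted p was 0.0429 for all 6 genes in edgeR. None of the 6 kept its call in more than 2 of the 6 fits that left out 1 female library. Lcn2 and Mrln were also called in males, with log2 fold changes of 2.14 ± 0.39 and -1.42 ± 0.26.

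The second comparison asked which genes weekly prednisone changed. By edgeR, 0 genes passed the threshold in males (777 at an unadjusted p under 0.05, smallest adjusted p = 0.849) and 0 in females (1083, smallest adjusted p = 0.247). DESeq2 counted 1 gene in males and 152 in females, and limma-voom counted 0 in both. Without female weekly replicate 2, edgeR counted 253 genes in females. Complete separation of the 3 weekly from the 3 vehicle libraries was seen for 16.7% of tested genes in males and 8.11% in females, where chance gives 10%. The mean of both sexes gave 0 genes in edgeR (1492 at an unadjusted p under 0.05) and 183 in DESeq2. On data simulated with 200 changed genes, the same edgeR steps called 59% of the 2-fold and 85% of the 4-fold changes in the comparison of weekly and vehicle females. The simulation drew genes independently and gave each gene the same spread in all groups. The 3 female weekly libraries correlated with each other at a Pearson r of 0.915 to 0.952 in log2 CPM. In every other group the lowest r was 0.960 or higher, so these shares may overstate the power of this comparison.

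The sex difference of each response was tested directly. For the daily response, 0 genes differed between females and males by edgeR (638 at an unadjusted p under 0.05) and 2 by DESeq2. For the weekly response, 0 genes differed by both tools, with 357 at an unadjusted p under 0.05 in edgeR. On simulated data, with the same limits, the test recovered 17% of 2-fold and 66% of 4-fold differences of the weekly response. In the vehicle groups, 104 genes differed between the sexes, of which 5 lie on chromosome Y, 4 on chromosome X and 95 elsewhere. This count fell to 43 without male vehicle replicate 1.

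Daily and weekly prednisone were also compared with each other within each sex. By the study's schedule the last weekly dose came 2 days before sacrifice, so regimen and time since the last dose cannot be separated here. By edgeR, 0 genes differed in males (1829 at an unadjusted p under 0.05, smallest adjusted p = 0.0663) and 0 in females (2401, smallest adjusted p = 0.0510). DESeq2 counted 204 and 512 genes. In females, edgeR counted 312 genes without female weekly replicate 1 and 221 with a stricter filter on low expression. Same-numbered daily and weekly female libraries deviated together from their group means. With the replicate number as a block in these 6 libraries, edgeR called 522 genes in the fit of all groups, 138 with length and GC trends also removed, and 2 in a fit of these libraries alone. This block was chosen after the correlation had been seen, and the labels do not say what the number marks.

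The study counted changed genes with a filter on expression, variability and fold change. A filter of the same kind without the variability step, with a mean log2 CPM above 2.5 and an absolute log2 fold change above 0.5, passed 1805 genes in daily males and 1346 in daily females. It passed 444 genes in weekly males and 574 in weekly females. Of these, 377 in males and 464 in females rose after weekly prednisone. With a fold limit of 1 on the log2 scale these counts were 181, 181, 61 and 183, and with a mean log2 CPM above 1 the weekly counts were 873 in males and 983 in females. The weekly count in females was 1154 without female weekly replicate 2. Of the genes that rose in females, 44.3% also rose in males after daily prednisone and 24.6% did so after weekly prednisone. Of the genes that rose in weekly males, 30.2% also rose in females. The filter involves no test.

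The direction of the responses was compared across all tested genes, which are not independent replicates. The log2 fold changes of males and females correlated with a Pearson r of 0.546 after daily prednisone and 0.532 after weekly prednisone, and 66.5% and 61.5% of genes had the same sign. The daily and weekly responses correlated with an r of 0.665 in males and 0.670 in females. Each pair shares its vehicle libraries, and simulated data without any treatment effect gave a mean r of 0.517 and 0.522. The same sign in both regimens was seen for 72.8% of genes in males and 62.6% in females, where the simulated data gave 67.3% and 67.1%.

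Trim63 and Fbxo32 encode enzymes that tag muscle proteins for breakdown, and both mark atrophy. Neither gene was called in any comparison with vehicle when adjusted over all tested genes. In males, the log2 fold change of Trim63 was 0.30 ± 0.52 after daily prednisone and -0.81 ± 0.53 after weekly prednisone (standard error, n = 3 per group, edgeR adjusted p = 0.770 and 0.851). In females, it was -0.87 ± 0.53 and -1.51 ± 0.54 (adjusted p = 0.416 and 0.434). Fbxo32 had log2 fold changes of 0.03 ± 0.43 and -0.73 ± 0.43 in males and of -0.82 ± 0.43 and -1.12 ± 0.44 in females. Adjusted over a list of 17 genes alone, both passed in weekly females (adjusted p = 0.0243 for Trim63 and 0.0357 for Fbxo32). Both genes were lower in all 3 weekly male libraries than in all 3 male vehicle libraries. Female vehicle replicate 3 had 188 CPM of Trim63, while female vehicle replicates 1 and 2 had 1019 and 1422 CPM. Between daily and weekly males the log2 difference of Trim63 was 1.11 ± 0.53 (adjusted p = 0.382). Of 10 known targets of the glucocorticoid receptor, Zbtb16 alone was called, with a log2 fold change of 0.77 ± 0.21 in daily males (adjusted p = 0.0390). Its call was lost in each of the 6 fits that left out 1 male library. Adjusted over the list alone, Zbtb16 was the only target past the threshold in daily males, and 0 targets passed in the other 3 comparisons with vehicle by edgeR. The study states that weekly mice had their last prednisone 2 days before sacrifice, and it reports lower circulating corticosterone after daily prednisone. The targets therefore do not measure the response soon after a weekly dose.

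**Figure D2:**
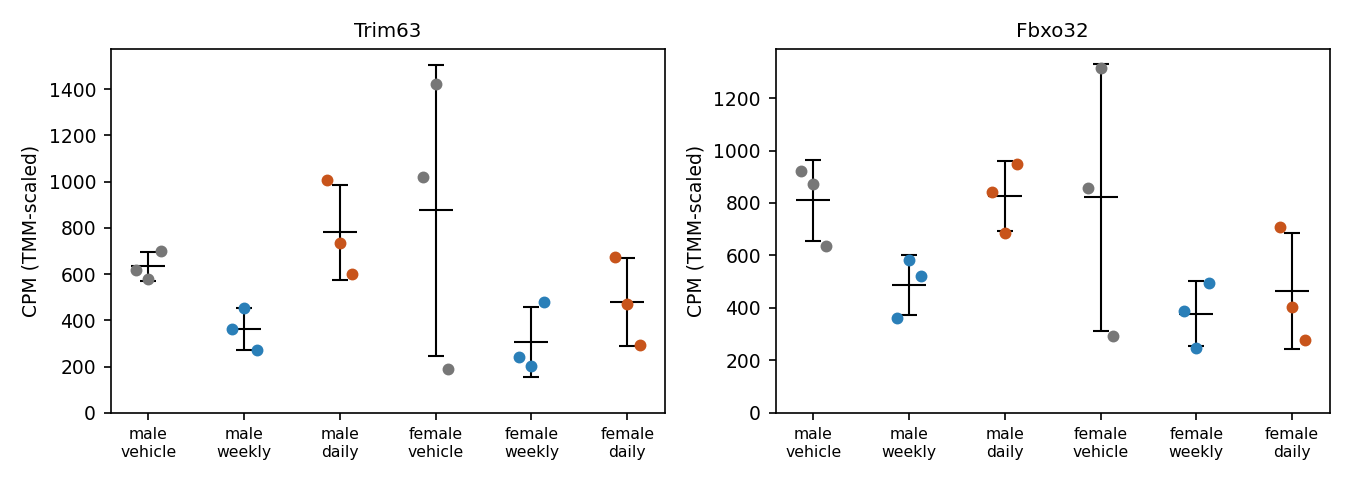
TMM-scaled CPM (vertical axis) of Trim63 and Fbxo32 in each library, with the mean and SD of the 3 libraries per group. Trim63 ranged from 188 to 1422 CPM among the 3 female vehicle libraries.

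Lists of genes were tested as sets with camera at a preset correlation between genes of 0.01. Of 84 list tests, 43 passed an adjusted p under 0.05 by camera, 3 of these also passed by fry, 2 passed with an estimated correlation and 1 passed by both. Those past fry were the respiratory chain list in daily males, the blood list in daily females and the macrophage list in weekly females, and those past the estimated correlation were the adipocyte and macrophage lists in weekly females. The list of nuclear genes of the respiratory chain had a median log2 fold change of -0.71 in daily males, with 3 of 83 genes higher (camera adjusted p = 1.9e-42, fry adjusted p = 0.0234, estimated correlation adjusted p = 0.5). In daily females the median was -0.44, with 11 of 83 genes higher (camera adjusted p = 3.2e-17). That test did not pass by fry or with an estimated correlation. The mean log2 CPM of the list was lower in daily than in vehicle libraries by 0.54 over both sexes (difference -0.54, exact permutation test within sex, two-sided, p = 0.005, the smallest that 400 relabellings allow). The median with length and GC trends removed was -0.59 in males and -0.33 in females. After weekly prednisone the median was -0.15 in males (adjusted p = 6.0e-05) and 0.01 in females (adjusted p = 0.847). The weekly male test did not pass by fry (adjusted p = 0.738) or with an estimated correlation, and 6188 of 10000 lists matched on length and expression had a median as low. The female value was -0.27 without female weekly replicate 1 and 0.15 without female weekly replicate 2, and both passed.

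**Figure D3:**
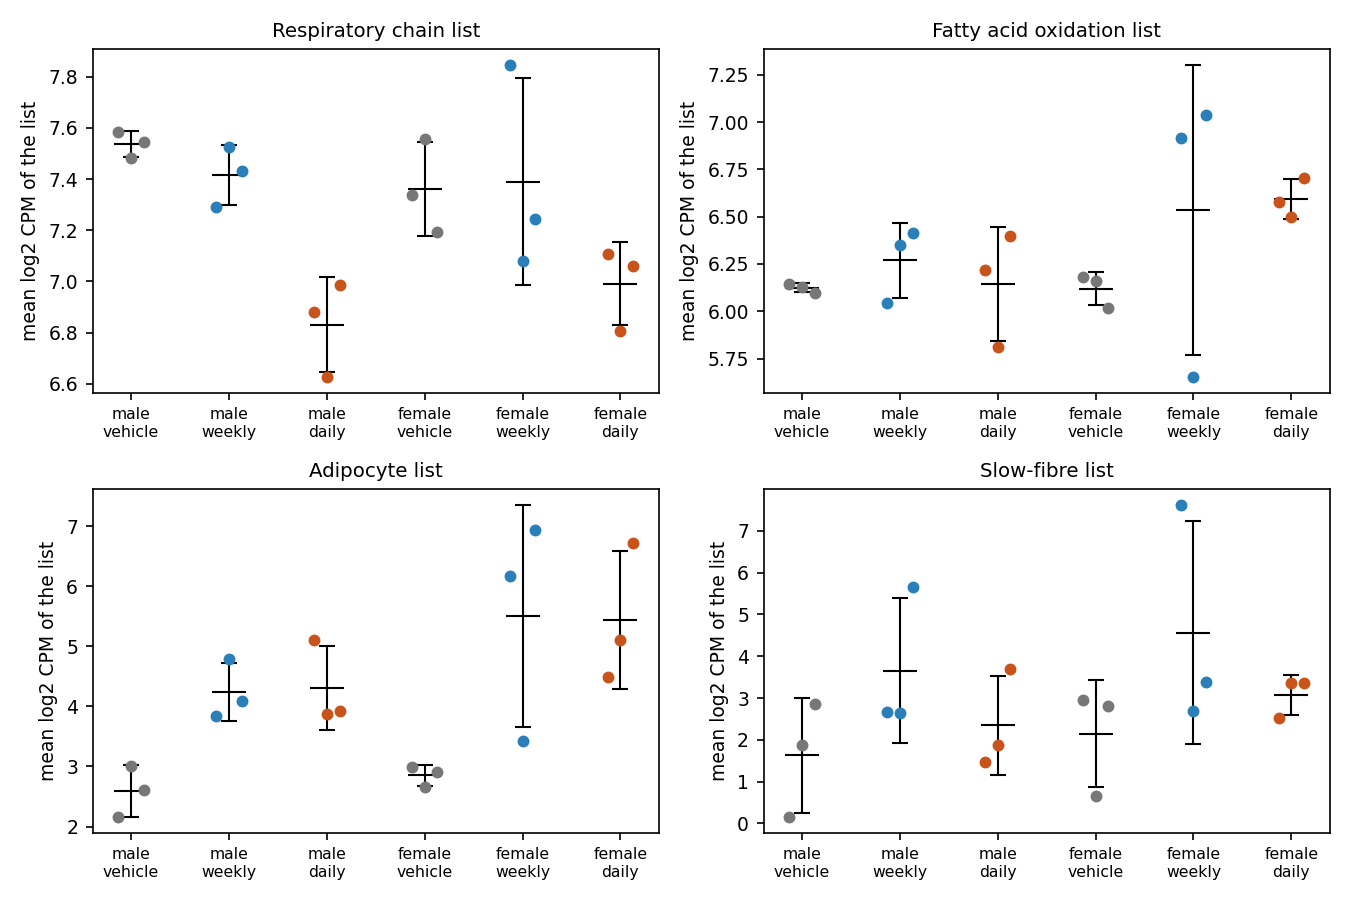
Mean log2 CPM (vertical axes) of the respiratory chain, fatty acid oxidation, adipocyte and slow-fibre lists in each library, with the mean and SD of the 3 libraries per group. Daily libraries lie below the vehicle libraries of their sex for the respiratory chain list, and all 12 treated libraries lie above all 6 vehicle libraries for the adipocyte list.

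The fatty acid oxidation list had a median log2 fold change of 0.52 in weekly females, with 20 of 21 genes higher (camera adjusted p = 9.1e-08, median 0.28 without female weekly replicate 3 and 0.83 without female weekly replicate 2), and of 0.14 in weekly males, with 17 of 21 genes higher (adjusted p = 0.155). The sex difference was 0.35 (adjusted p = 0.000824). Neither the female value nor the sex difference passed by fry or with an estimated correlation. The exact permutation p of the sex difference in the list score was 0.51, and a response shared by both sexes can raise that p. With the adipocyte score held constant, the medians were -0.26 in weekly females and -0.32 in weekly males, and the sex difference was 0.01. The sex difference did not pass without male weekly replicate 1, female weekly replicate 1 or female weekly replicate 3, and its lowest value was 0.16 without the last of these. The list rose in daily females as well, with a median of 0.41 (adjusted p = 3.6e-05).

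The IGF1 and PI3K list did not pass after weekly prednisone in males (median 0.01, mean 0.12, adjusted p = 0.262), in females (median 0.09, mean 0.04, adjusted p = 0.931, with the test pointing lower) or as a sex difference (median -0.04, adjusted p = 0.357). Its score was higher in all 3 weekly male libraries (4.77 to 4.91) than in the 3 male vehicle libraries (4.68 to 4.72), a separation that chance gives in 10% of cases. After daily prednisone the score was higher by 0.18 over both sexes (exact permutation test within sex, two-sided, p = 0.005), while the camera test passed in neither sex (adjusted p = 0.0816 in males and 0.055 in females). The male test passed without male vehicle replicate 1 (adjusted p = 0.0278) or male daily replicate 2 (0.0452), and the female test without female vehicle replicate 1 (0.0357) or female daily replicate 2 (0.0238). The calcium handling list had a median of -0.20 in weekly males, with 10 of 30 genes higher (camera adjusted p = 0.00359, median -0.30 without male vehicle replicate 3 and -0.086 without male vehicle replicate 1), and of -0.23 in weekly females, with 8 of 30 genes higher (adjusted p = 0.000286). The means were 0.22 and 0.36, so the median and the mean differ in sign, and neither test passed by fry or with an estimated correlation. The female test did not pass without female weekly replicate 2 or without female weekly replicate 3, where the medians were -0.27 and -0.20. The sex difference of the calcium handling list was 0.00 in the median (adjusted p = 0.654), and it was -0.21 and passed without female weekly replicate 1. In daily males the list also passed by camera, with a median of -0.09. That call was lost without male vehicle replicate 1 or 2 and without male daily replicate 1 or 2 (adjusted p from 0.0668 to 0.122).

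Of 17 genes that the study names for atrophy, calcium handling, IGF1 signalling and lipid metabolism, 0 passed in any comparison with vehicle when adjusted over all tested genes. Adjusted over the list alone, 10 passed in weekly females, 0 in weekly males, 2 in daily females, 0 in daily males and 0 for either sex difference. The study names these genes in its report on these samples, Trim63 and Fbxo32 as known mediators of atrophy, so for the others the count adjusted over the list alone is not independent evidence. Among them, Tnnc1, Tnni1 and Tnnt1, 3 troponin genes of slow fibres, had log2 fold changes between 4.31 and 4.85 in weekly females and between 2.94 and 3.42 in weekly males. Without female weekly replicate 1 the female range was 0.50 to 0.82, and without male weekly replicate 3 the male range was 0.89 to 1.35. Cacna1h had log2 fold changes of -0.11 in weekly females and 0.22 in weekly males. The female value was 0.27 without female weekly replicate 1, and the male value was 0.043 without male weekly replicate 3. Cidea and Cidec, which encode lipid droplet proteins, had log2 fold changes of 6.72 ± 1.66 and 3.90 ± 0.99 in weekly females and of 4.69 ± 2.02 and 3.03 ± 0.99 in weekly males. Cidea had 23.0, 0 and 78.0 CPM in the 3 weekly female libraries and at most 0.508 in the female vehicle libraries. Itga3 rose by 0.70 and Igf1 by 0.53 in weekly males, with unadjusted p of 0.0196 and 0.0925 in edgeR. In weekly females Itga3 rose by 0.22 and Igf1 by 0.55, with unadjusted p of 0.423 and 0.0838.

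Lists of marker genes described the composition of the libraries. The adipocyte list rose in all 4 comparisons with vehicle, with medians of 2.37 in daily males, 3.04 in daily females, 1.92 in weekly males and 3.51 in weekly females (adjusted p = 0.00113, 3.5e-10, 1.6e-07 and 2.6e-19). Over both regimens and sexes the list score was higher in treated libraries by 2.15 (exact permutation test within sex, two-sided, p = 0.000709). The brown adipocyte list had medians of 1.55, 2.81, 2.06 and 4.08 in the same order and passed in all but daily males. The weekly female value was 2.36 without female weekly replicate 3. In these 4 comparisons the slow-fibre medians were 0.78, 0.55, 3.04 and 4.47, and both weekly tests passed. The fast-fibre medians were -0.58, -0.29, -0.37 and -0.38, and all 4 tests passed. After weekly prednisone the slow-fibre score was higher by 2.22 and the fast-fibre score differed by -0.30 over both sexes (exact permutation test within sex, two-sided, unadjusted p = 0.045 for each). The macrophage list passed in weekly females alone, with a median of 0.67 and 10 of 10 genes higher, and it passed by fry, with an estimated correlation and without each library (highest adjusted p = 0.0405). The blood list passed in daily females with a median of -0.83 and in weekly males with a median of 0.23. The endothelial list passed in daily females alone, with a median of -0.41, and the Schwann cell list in weekly males alone, with a median of 0.76. The fibroblast list passed in none, with medians between -0.39 and 0.23. The list of glucocorticoid receptor targets passed in weekly females alone, with a median of -0.26, and did not pass without 4 of the 6 female libraries in turn, with -0.09 without female vehicle replicate 2. Without female weekly replicate 1 the slow-fibre list in females had a median of 0.57 and did not pass. Without female daily replicate 3 the brown adipocyte list in daily females had a median of 2.12 and did not pass. It also did not pass without female vehicle replicate 3 or female daily replicate 2. Without female daily replicate 1 the endothelial median in daily females was -0.21 and did not pass. The endothelial list also did not pass there without female vehicle replicate 3 or female daily replicate 3. The fast-fibre test in daily females did not pass without female vehicle replicate 2 (median -0.14), female daily replicate 2 or female daily replicate 3. The blood test in weekly males did not pass without male weekly replicate 1 (median 0.10) or male vehicle replicate 1 (median 0.11). Other list tests did not pass with all libraries and passed when 1 was left out. Without female weekly replicate 2 the endothelial list in weekly females had a median of -0.67 (adjusted p = 8.1e-05, -0.20 with all libraries), and without male vehicle replicate 3 it had 0.39 in weekly males (adjusted p = 0.0312). The Schwann cell list in daily males passed without male vehicle replicate 3 (0.81) and without male daily replicate 3 (0.79), and the fibroblast list in daily females passed without female vehicle replicate 2 (-0.57). The blood list in daily males passed without male vehicle replicate 1 (-0.53) and without male daily replicate 3 (-0.47). The macrophage list in daily females passed without female vehicle replicate 1 (0.20) and without female daily replicate 2 (0.25). The list of glucocorticoid receptor targets in weekly males passed without male weekly replicate 1 (-0.27). The endothelial list in weekly males and the Schwann cell list in daily males also passed with all libraries when the adipocyte score was held constant (adjusted p = 0.00262 and 0.00764). So did the endothelial list in daily males, the macrophage list in weekly males and the Schwann cell list in weekly females (adjusted p = 0.0101, 0.00964 and 0.0140).

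The response was also compared with transcript length. In daily males the median log2 fold change was -0.20 for the 10% of genes with the shortest transcripts and 0.29 for the 10% with the longest. In daily females these medians were -0.19 and 0.17, in weekly males they were -0.06 and 0.10, and in weekly females they were 0.00 and -0.01. The genes that fell in daily males had a median transcript length of 866 bases, and the genes that rose had one of 3453 bases. The median length was 680 bases for the respiratory chain list and 2146 for all tested genes, of which 99.5% had a length.

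**Figure D4:**
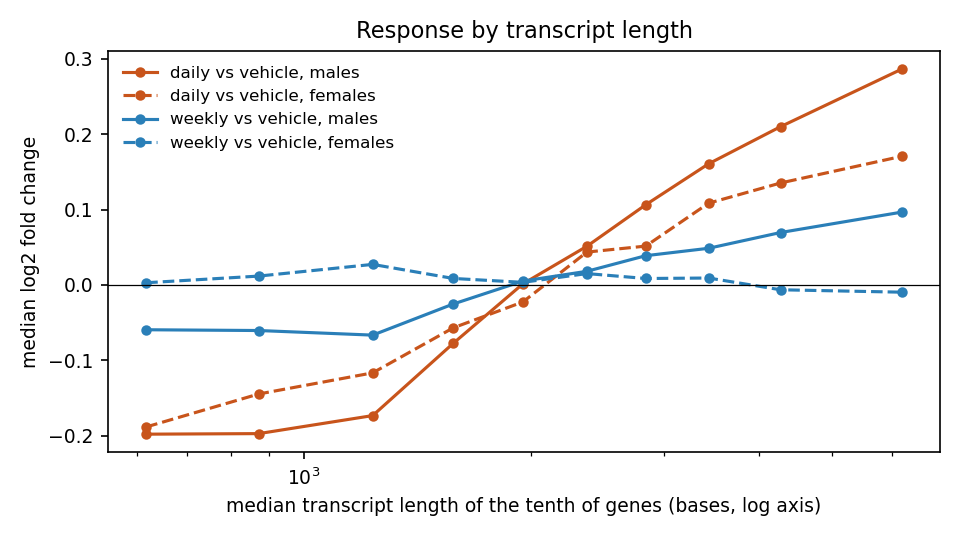
Median log2 fold change against vehicle (vertical axis) for 10 equal groups of the tested genes, ordered by median transcript length in bases (horizontal axis, logarithmic), for each regimen and sex. The median rises from -0.20 to 0.29 in daily males and stays near 0 in weekly females.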

Values the study reported

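The study reports 1777 genes changed by daily prednisone in males and 1224 in females, and 407 genes changed by weekly prednisone in males and 406 in females. Of the genes raised by weekly prednisone in females it reports 87.2% as unique to that sex, and of those raised in males 88.4%. For its correlation of expression with muscle function, it used genes past limits of expression and fold change alone, 721 in females and 470 in males. It states that injections were given at 7 am and that force was measured at 9 am, shortly before the mice were killed.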

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

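The exact permutation tests on list scores were chosen after the camera results had been seen, as were the settings with length and GC trends removed.

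A test of the difference itself singled out 16 list responses that differed between the sexes by camera, 10 after daily and 6 after weekly prednisone. In what follows each value is the female minus the male log2 response, as a median over the genes of the list. After daily prednisone the respiratory chain list differed by 0.31, with 82 of 83 genes higher, and fell in both sexes, with medians of -0.44 in females and -0.71 in males. The fatty acid oxidation list differed by 0.41, the calcium handling list by 0.18, the fast-fibre list by 0.22, the adipocyte list by 0.72 and the brown adipocyte list by 1.26. The endothelial list differed by -0.52, the fibroblast list by -0.62, the Schwann cell list by -0.92 and the blood list by -0.44. The camera adjusted p ranged from 1.1e-11 for the respiratory chain to 0.0343. None of the 10 passed by fry (lowest adjusted p = 0.519) or with an estimated correlation (lowest adjusted p = 0.546). Exact permutation of the treatment labels within sex gave a p under 0.05 for 0 of the 10 list scores, with 0.08 as the lowest p, for the endothelial list, and 0.453 after adjustment over all 16 lists. The relabellings shuffle treatment within each sex, so a response shared by both sexes also enters their spread and can raise the exact p. For lists that changed in both sexes, such as the respiratory chain and adipocyte lists, the exact p therefore cannot decide. Chance spread between libraries, with 3 per group, may still account for the daily differences, as none passed by fry or with an estimated correlation. The adipocyte difference was -0.17 without female daily replicate 3. With the adipocyte score held constant, it was -0.41, and neither it nor the brown adipocyte difference passed by camera (adjusted p = 0.579 and 0.574).

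After weekly prednisone the respiratory chain list differed by 0.16, the fatty acid oxidation list by 0.35, the adipocyte list by 1.44, the macrophage list by 0.76, the endothelial list by -0.31 and the Schwann cell list by -0.68. The lowest adjusted p were 0.211 by fry and 0.108 with an estimated correlation, both for the macrophage list, so 0 of the 6 passed by either, although all 6 passed by camera. By exact permutation, 1 of the 6 had a p under 0.05, which was the macrophage list (p = 0.035, adjusted p = 0.453 over 16 lists, n = 3 per group). Its 10 genes were all higher, with medians of 0.67 in females and -0.09 in males. Chance spread between libraries cannot be told apart from a difference for the macrophage list. With 400 relabellings the smallest possible exact p is 0.005, which for 1 list alone cannot pass adjustment over the 16 lists. For the other 5 the exact p lay between 0.255 and 0.585, and a response shared by both sexes can raise these p as well. The respiratory chain difference was -0.11 without female weekly replicate 1 and 0.30 without female weekly replicate 2. The fatty acid oxidation difference was 0.16 and the adipocyte difference 0.78 without female weekly replicate 3, and neither passed. With the adipocyte score held constant, the fatty acid oxidation difference was 0.01 and the adipocyte difference -0.03, and neither passed. In that setting the respiratory chain, endothelial and Schwann cell differences did not pass by camera either (adjusted p = 0.0982, 0.477 and 0.0702). The macrophage difference did (adjusted p = 2.9e-08).

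The library sizes and the share of counts in a few genes overlap between the sexes. Removing length and GC trends left the camera adjusted p of the calcium handling and fast-fibre lists at 0.0581 in the daily comparison and under 0.05 for the other 14 list differences. A different response of the sexes stays open, as does a different share of other cells in the libraries. All 16 differences passed by camera at its preset correlation, while none passed by fry, by camera with an estimated correlation or by the adjusted permutation tests. A pass by camera at its preset correlation alone does not separate a difference from chance. For the weekly fatty acid oxidation difference, 39 of 100 splits of the libraries had a camera p as small. A response shared by both sexes also enters those splits.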

How the results depend on the processing

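The settings with length and GC trends removed, with the slow-fibre score as a covariate and with the replicate block in daily and weekly females were chosen after results had been seen, and the other settings were set before the data were examined.

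Over the 276 results for named genes, 4518 alternative values stayed on the same side of the threshold with the same direction, 102 no longer passed and 27 newly passed. Most of the 276 were not called with all libraries, so for them staying means no call in either fit. Only called results could lose a call, and leaving out 1 library gave 58 of the 102 losses. Over the list tests, 957 stayed, 168 no longer passed, 44 newly passed and 13 changed direction. Over the other results, 242 values stayed and 114 moved. The sex difference of the weekly response stayed at 0 genes in edgeR, in DESeq2, in all of its 10 alternatives and without each library (357 at an unadjusted p under 0.05 in edgeR). The IGF1 and PI3K list did not pass after weekly prednisone or as a sex difference in any of 6 alternatives or without any library. Unless a cause follows from the setting itself, the cause of the changes below was not tested.

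DESeq2 counted 1346 genes in daily males (878 in edgeR), 526 in daily females (52), 1 in weekly males (0), 152 in weekly females (0), 183 for the weekly mean of both sexes (0), 2 for the sex difference of the daily response (0), 204 and 512 between daily and weekly males and females (0 and 0), and 235 between female and male vehicle (104). The counts at an unadjusted p under 0.05 in edgeR were 777 in weekly males, 1083 in weekly females, 1492 for the weekly mean, 638 for the sex difference, and 1829 and 2401 between the regimens. All 52 calls in daily females and 865 of the 878 in daily males were shared with DESeq2. Limma-voom counted 2 genes between daily and weekly females. With the compared groups alone in the fit, the counts were 1530 in daily males, 0 in daily females (2354 at an unadjusted p under 0.05 in the fit of all groups) and 10 between daily and weekly males. Without a filter on low counts, they were 29 in daily females, 8 between daily and weekly males and 23 between daily and weekly females. With a mean log2 CPM above 2.5, they were 184 in daily females and 221 between daily and weekly females. With a fold threshold of 0.5 on the log2 scale, the daily mean of both sexes gave 1161 genes, against 2033.

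With the adipocyte score as a covariate, edgeR called 199 genes in daily males, 0 in daily females, 14 for the daily mean of both sexes and 23 between daily and weekly females. The adipocyte score differs between treated and vehicle libraries, so this setting also removes treatment effects that go with it. With length and GC trends removed, the counts were 229 in daily males, 1 in daily females and 1017 for the daily mean.

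The replicate numbers in the sample titles do not pair the libraries over all groups, and for 12 libraries the column name carries another number. Deviations from the group means correlated above 0.1 in 16 of 45 same-numbered pairs, with r between -0.653 and 0.675 and a mean of -0.00907, and the mean over 90 differently numbered pairs was 0.00608. With the replicate number as a block over all groups, edgeR called 8 genes in daily females and 1 between daily and weekly females. Daily and weekly females were the 1 pair of 15 pairs of groups in which all same-numbered libraries correlated above 0.1 (mean r = 0.627), and of 6 ways to number one of the groups, 1 had a mean r as high. By the numbers in the column names these groups share 1 pair, with an r of -0.046. With the replicate block in these 2 groups edgeR called 522 genes between them, 138 with length and GC trends removed, and 2 in a fit of these groups alone. The block was chosen after the correlation had been seen, so these calls rest on a pairing that the labels do not explain.

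Without 1 library, the count ranged from 92 (without male vehicle replicate 1) to 414 (without male vehicle replicate 2) in daily males, from 0 to 126 (without female daily replicate 1) in daily females, and from 0 to 253 (without female weekly replicate 2) in weekly females. It ranged from 1340 (without female vehicle replicate 2) to 2475 (without female daily replicate 1) for the daily mean, from 0 to 174 (without female weekly replicate 2) for the weekly mean, and from 0 to 1 (without female vehicle replicate 3) for the sex difference of the daily response. Between the regimens it ranged from 0 to 1 (without male daily replicate 2) in males and from 0 to 312 (without female weekly replicate 1) in females, and between the vehicle groups from 43 (without male vehicle replicate 1) to 105. Fewer libraries also give less power.

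By fry the medians of the lists stay and the test differs. The respiratory chain list did not pass in daily females (median -0.44, adjusted p = 0.176 by fry and 0.565 with an estimated correlation), and in daily males it did not pass with an estimated correlation (median -0.71, adjusted p = 0.5). By neither test did the fatty acid oxidation list pass in weekly females (median 0.52) or as a sex difference in the weekly response (0.35), nor did the calcium handling list in weekly males (-0.20) and weekly females (-0.23). With the adipocyte score as a covariate, the fatty acid oxidation median was -0.32 in daily females, -0.32 in weekly males and -0.26 in weekly females, all reversed, and its weekly sex difference was 0.013. In the same setting the respiratory chain median in weekly females was -0.17. The adipocyte list had -0.16 and the brown adipocyte list -0.023 in daily females, where the setting removes the adipocyte markers by construction. The endothelial list had 0.24 in daily females, and the brown adipocyte list had 0.35 in weekly females with the test pointing lower. The adipocyte sex differences were -0.41 for the daily and -0.030 for the weekly response.

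Without 1 library, the fatty acid oxidation median in weekly males ranged from 0.079 (without male weekly replicate 3) to 0.24 (without male weekly replicate 1, where it passed), and its weekly sex difference from 0.16 (without female weekly replicate 3) to 0.63 (without female weekly replicate 2). The calcium handling median in weekly females ranged from -0.36 (without female weekly replicate 1) to -0.20 (without female weekly replicate 3), and its weekly sex difference from -0.21 (without female weekly replicate 1) to 0.081 (without male vehicle replicate 3). The respiratory chain median in weekly females ranged from -0.27 (without female weekly replicate 1) to 0.15 (without female weekly replicate 2), and its weekly sex difference from -0.11 to 0.30 without the same libraries. The slow-fibre weekly sex difference ranged from -2.19 (without female weekly replicate 1) to 3.202 (without male weekly replicate 3), and the adipocyte daily sex difference from -0.17 (without female daily replicate 3) to 1.25 (without male daily replicate 1).

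The correlation across genes of the male and female responses was 0.611 after daily and 0.683 after weekly prednisone with a mean log2 CPM above 2.5. Over called genes alone it was 0.823 for the daily response, and the weekly response had no called genes to give a value. Over called genes the daily and weekly responses correlated with 0.849 in males and 0.824 in females. Without 1 library, the male and female daily responses correlated with 0.437 (without female daily replicate 2) to 0.611 (without female daily replicate 1), and the weekly responses with 0.441 (without female weekly replicate 2) to 0.557 (without female vehicle replicate 3). The daily and weekly responses then correlated with 0.592 (without male daily replicate 1) to 0.741 (without male vehicle replicate 3) in males and with 0.520 (without female daily replicate 3) to 0.728 (without female vehicle replicate 3) in females.

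With a fold limit of 1, the expression filter passed 181 genes in daily males, 181 in daily females, 61 in weekly males and 183 in weekly females. With a mean log2 CPM above 4 it passed 1113, 795, 209 and 308. With a mean log2 CPM above 1 it passed 873 in weekly males and 983 in weekly females, and with a coefficient of variation under 0.5 it passed 292 in weekly females. Stricter limits keep fewer genes by construction. Without 1 library, it passed 322 (without male weekly replicate 1) to 866 (without male vehicle replicate 3) in weekly males and 453 (without female weekly replicate 3) to 1154 (without female weekly replicate 2) in weekly females. The share of female rises also seen in males after daily prednisone was 36.1% with the fold limit of 1, 36.8% with the limit on variation, and 36.3% (without female daily replicate 2) to 49.0% (without male vehicle replicate 2) without 1 library. After weekly prednisone it was 29.0% with a mean log2 CPM above 1, 8.45% with the limit on variation, and 18.8% (without female weekly replicate 2) to 32.3% (without male vehicle replicate 3) without 1 library. The filter counts, the shared rises and the correlations come from no test and were not run with the replicate number as a block.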

Other observations

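The tests described here were chosen after the results had been seen, except the tests of length-matched lists for the respiratory chain and of the calls lost when length and GC trends are removed, which were written before their results were seen. The adipocyte score as a covariate and the leaving out of single libraries were settings fixed before the data were examined.

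Other splits of the same libraries were fitted in the same way. Of the 10 splits of the 6 male libraries, 1 gave as many genes as the 878 of daily against vehicle, namely the real one, and the other 9 gave 0. For daily females it was 1 of 10, and another split gave 21. The vehicle groups of both sexes gave 1 of 10. As 3 libraries against 3 make 10 splits, the share cannot fall below 0.1, so these comparisons cannot be told apart from a chance split by this count. For the respiratory chain list, 1 of 10 splits had a camera p as small in daily males and 2 of 10 in daily females. For weekly males and weekly females 10 of 10 splits gave at least the 0 genes seen, as did 10 of 10 for daily against weekly males and 10 of 10 for females, where another split gave 144 genes (edgeR, with 777, 1083, 1829 and 2401 genes at an unadjusted p under 0.05 in the real splits, and 1, 152, 204 and 512 called by DESeq2). In weekly males 4 of 10 splits had a camera p as small for the fatty acid oxidation list, 4 for the IGF1 and PI3K list and 3 for the calcium handling list. In weekly females the numbers were 4, 10 and 4. The expression filter passed as many genes in 1 of 10 splits for daily males, 1 for daily females, 3 for weekly males and 6 for weekly females.

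With both sexes split at once, 100 splits were drawn. The daily mean of both sexes gave 2033 genes and no other split gave as many, so 1 of 100 splits was as large, with 1862 as the next highest. The correlation of the male and female responses was as high in 1 of 100 splits for the daily response, with 0.541 as the next highest, and in 1 of 100 for the weekly response, with 0.519 as the next highest. The sex differences of the daily and weekly responses and the weekly mean gave 0 genes in edgeR, which 100 of 100 splits reached in each case (638, 357 and 1492 genes at an unadjusted p under 0.05, and 2, 0 and 183 by DESeq2). A camera p as small as that of the weekly sex difference was seen in 39 of 100 splits for the fatty acid oxidation list, in 28 for the IGF1 and PI3K list and in 83 for the calcium handling list. A response shared by both sexes also enters these splits and can raise these counts.

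The respiratory chain list fell after daily prednisone, and short transcripts fell in general. The log2 fold change correlated with log2 transcript length across genes, which are not independent replicates, with an r of 0.265 in daily males and 0.158 in daily females. None of 10000 lists matched on length and expression had a median as low as the list in males (0 lists, -0.71 against a 95% range of -0.42 to -0.17) or in females (0 lists, -0.44 against -0.32 to -0.11). With length and GC trends removed the medians were -0.59 and -0.33. These values argue against a transcript length bias as the whole cause. A property of each library that moves with transcript length, such as RNA integrity, stays open. Within groups the list score followed the length slope of the other genes over 18 libraries (Pearson r = -0.894, exact permutation p = 0.000514, adjusted p = 0.00129 over 5 relations, Spearman rho = -0.884, r = -0.801 without the 2 farthest libraries). The slope rose after daily prednisone by 0.107 (exact permutation p = 0.005, the smallest that 400 relabellings allow). That relation gives a daily change of the score of -0.64 in males, where -0.71 was observed, and of -0.36 in females, where -0.37 was observed. The daily fall and such a property cannot be told apart, because both shift between the same groups. A treatment effect on the respiratory chain also stays open as untested.

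Of the 878 calls in daily males, 661 were lost when the length and GC trend of each library was removed, and 217 kept their call. For the 217, which are 24.7%, the average trend of each library over all genes is not the whole cause. Genes that follow the same property of a library more steeply than that average would keep their call, so such a property stays open. For the 661, a trend with length or GC content is a candidate explanation. A treatment effect that itself goes with length would be removed in the same way.

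The adipocyte score was higher in treated than in vehicle libraries in both sexes. Adipoq was at most 12.2 CPM in the vehicle libraries and ranged from 15.03 to 331 CPM in weekly females, where Cfd reached 2029 CPM. The exact permutation p of 0.000709 argues against chance assignment of libraries. The endothelial score differed by -0.089 over both sexes. Its mean was 6.65 in male vehicle, 6.79 in weekly and 6.90 in daily males, against 7.03, 6.72 and 6.59 in females. The macrophage, Schwann cell, fibroblast and blood scores differed by 0.26, 0.29, 0.0083 and -0.20. None came near the adipocyte difference of 2.15, which argues against a lower share of myofiber RNA that raised every other cell type equally. A smaller shift of that kind stays open, above all in males. With all libraries thinned to the smallest, the adipocyte difference was 2.11, against 2.15, which argues against library size. Within groups the markers varied together, with a mean pairwise correlation of 0.776, and 0 of 10000 lists of the same expression were as high (95% range -0.0788 to 0.246). Adipocyte RNA in varying amount per library is a candidate explanation. The column names end in a running number, which is not the number compared with the replicate numbers above. Of the treated libraries, 0 have a running number among those of the vehicle libraries, which run from 1 to 6. Daily libraries run from 7 to 12 and weekly libraries from 13 to 18. The meaning of the running number is not stated, so library order and treatment cannot be told apart, as they are confounded. More fat in or around the treated muscle was not tested here and stays open, as does a difference in dissection. For weekly females the study's own measurements point the other way. It reports a lower whole-body share of fat and fewer di- and triglycerides in whole quadriceps than in vehicle females.

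The fatty acid oxidation score rose with the adipocyte score within groups over 18 libraries (Pearson r = 0.782, exact permutation p = 0.0400, adjusted p = 0.0666 over 5 relations). Spearman rho was 0.655 (exact permutation p = 0.0300, adjusted p = 0.05005), and r was 0.428 without female weekly replicates 2 and 3, so the relation rests on those libraries. In weekly females, adipocyte RNA and a change within myofibers cannot be told apart, because the relation does not pass adjustment. With the adipocyte score held constant the list median was -0.26.

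The slow-fibre genes among the calcium handling genes that the study names rose after weekly prednisone. Within groups their score followed the score of other slow-fibre genes (Pearson r = 0.934, exact permutation p = 0.000343, adjusted p = 0.00129 over 5 relations, Spearman rho = 0.946, r = 0.882 without the 2 farthest libraries). With that slow-fibre score held constant, the log2 fold changes of Tnnc1, Tnni1 and Tnnt1 were 0.24 to 0.67 in weekly females and 0.28 to 0.77 in weekly males. Slow-fibre RNA in varying amount per library, for example from the part of the muscle sampled, is a candidate explanation, and female weekly replicate 1 and male weekly replicate 3 had the highest scores. Without them the troponin log2 fold changes were 0.50 to 0.82 and 0.89 to 1.35. The slow-fibre score was higher after weekly prednisone by 2.22 over both sexes (exact permutation p = 0.045, unadjusted), which a change of fibre type by the regimen would also give. The study stained fibre types in the tibialis anterior and reports no change in either sex after weekly prednisone. These libraries come from the quadriceps, so for that muscle a change of fibre type stays open.

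Trim63 and Fbxo32 differed widely between libraries of one group. Within groups their score fell as a clock score rose, with a Pearson r of -0.668 (exact permutation p = 0.157, adjusted p = 0.180 over 5 relations, Spearman rho = -0.507, r = -0.376 without the 2 farthest libraries). With the score of glucocorticoid receptor targets the r was 0.480 (exact permutation p = 0.180, adjusted p = 0.180, Spearman rho = 0.329, r = 0.255 without the 2 farthest libraries). Neither relation passed, so clock phase and glucocorticoid exposure at tissue collection cannot be told apart from other spread with 18 libraries. The clock list includes Npas2 and was chosen after its fall in daily females had been seen. The clock score was 2.04 ± 0.62 in daily females and -0.57 ± 1.27 in female vehicle libraries (SD, n = 3), and -0.32 ± 0.19 and -0.56 ± 0.14 in males. Over both sexes the clock score was higher in daily than in vehicle libraries by 1.42 (exact permutation p = 0.01, unadjusted). The sex difference of the shift had an exact permutation p of 0.125. Time of day of tissue collection is a candidate explanation for the female shift, and it cannot be told apart from a regimen effect, as the labels give no time per library. The study states morning hours for the injections and for the force measurement just before sacrifice, without naming the libraries.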
